A study of Mus musculus with 2 samples.

How the data were processed

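Single-cell RNA sequencing was run on endothelial cells sorted from lymph nodes of wild-type (WT) and Xbp1-KO mice, all given tamoxifen per the labels. Tamoxifen is the compound used to switch on inducible Cre recombinases, but the labels do not state which Cre line, how many animals or which sex entered each pool. Each of the 2 deposited libraries is a mixture of 4 pools, told apart by an antibody-borne oligonucleotide tag (a hashtag). Per the labels, the tags stand for WT peripheral nodes, WT mesenteric nodes, Xbp1-KO peripheral nodes and Xbp1-KO mesenteric nodes, in each library. The labels' protocols describe enzymatic digestion of peripheral nodes, depletion of CD45-positive cells with magnetic beads and sorting of endothelial cells; how mesenteric nodes were digested is not stated separately. The labels name a version 2 kit in one place and version 3 chemistry of the 3′ assay in another.

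The deposited values are raw counts of unique molecular identifiers (UMIs, tags that mark single captured RNA molecules) per gene and per cell barcode, made with Cell Ranger 6.0.1 per the file headers. The authors' barcode lists were already reduced to cells. The reference build, its annotation and whether intronic reads were counted are stated in neither the files nor the labels. Of the 32285 gene identifiers in the files, 32158 (99.6%) were found in GENCODE M21 on GRCm38, which supplied the coordinates given here. Gene symbols are those of the files.

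Library 1 holds 7709 barcodes and 33024170 gene UMIs, and library 2 holds 2903 barcodes and 14744778 gene UMIs. Hashtags were called per library with HTODemux in Seurat 5.3.0 at its default positive quantile of 0.99. In library 1 this gave 6786 barcodes with a single tag, 685 with more than one and 238 with none. In library 2 the numbers were 2690, 130 and 83. Only single-tag barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. Scrublet, run within scanpy 1.11.5 at an assumed doublet rate of 0.8% for each 1000 cells, removed 65 further barcodes among single-tag barcodes in library 1 and 4 in library 2. Among barcodes that carried more than one tag it marked 25.5% in library 1 and 4.62% in library 2, so it removed few of the doublets that share a tag, above all in library 2. The analysis used 9275 cells.

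Cells were clustered in scanpy with anndata 0.12.19 and igraph 0.11.9. The 2000 most variable genes within libraries were taken, and Xbp1 and the genes of the 5 lists described below were removed from them, which left 1979. Clustering used 30 principal components, 15 neighbours and Leiden resolution 1. Each cluster took the name of the marker set with the highest mean standardized level, provided that at least 3 of its markers were detected in at least 10% of the cells and that no other class had more markers among the 10 leading genes. The high endothelial, dividing and non-endothelial names also needed at least 1 of their markers among the leading genes. Lymphatic clusters were set apart from blood endothelial clusters by Prox1 in at least 25% of the cells. The Prox1 rule was added after the clusters had been seen; the marker sets were not changed. The high endothelial-like class is 1 cluster of 454 cells named from Glycam1, Chst4, Fut7, Enpp2, Madcam1, Ch25h and Spon2. Its leading genes were Ccl21a, Glycam1, Serpina1e, Ubd and Fut7. The other blood endothelial class holds 3634 cells of capillary, tip, arterial and venous clusters, and the lymphatic class holds 3726 cells. A cluster of 1228 cells with Aqp1 and Enpp2 among its leading genes was nearest to the capillary set but had no marker of the other blood endothelial class and 1 marker of another class among its leading genes, so it was left unnamed. It was counted among blood endothelial cells but left out of the other blood class. It made up 13.7%, 13.8%, 14.2% and 9.63% of the cells of the WT peripheral, WT mesenteric, Xbp1-KO peripheral and Xbp1-KO mesenteric pools in library 1, and 14.4%, 15.4%, 14.4% and 9.04% in library 2. Also left out were 40 dividing cells and 193 cells of stromal and blood-cell clusters.

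Cells are not replicates, so raw counts were summed per library, pool and class, which gives 8 sums per class and 2 per group of tissue and genotype. The sums of high endothelial-like cells hold 9 to 129 cells and 58586 to 1108653 UMIs, those of other blood endothelial cells 526652 to 2219261 UMIs, and those of lymphatic cells 425826 to 6555442 UMIs. The differences between libraries within each pool and class were set against 100 random divisions of the same cells, which carry only the noise of sampling cells. None of the 100 divisions differed as much, apart from WT peripheral high endothelial-like cells, where 1 of 100 did. This by itself does not show that the libraries come from separate animals. Ddx3y, a gene of the Y chromosome, was detected in 27.7% and 22.6% of cells of the WT pools of library 1. It was detected in 0% of cells of the WT pools of library 2. In the Xbp1-KO pools it was detected in 0.349% and 0% of cells in library 1, and in 31.8% and 31.9% in library 2. These values argue against the same animals in like-labelled pools of both libraries.

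Sums were compared with edgeR 4.0.16 under R 4.3.3 (limma 3.58.1), with TMM normalization, filterByExpr, a design of 4 groups without a term for the library, the two-sided quasi-likelihood F-test and Benjamini-Hochberg adjustment at 0.05. Errors on log2 fold changes are the standard error implied by the F statistic. The contrasts were Xbp1-KO against WT as the mean of both tissues and in each tissue, the difference of that effect between tissues, and peripheral against mesenteric WT nodes. A separate fit compared WT high endothelial-like with other WT blood endothelial sums. CPM denotes the usual depth-scaled count, with TMM factors. Tested on simulated counts with 200 changed genes drawn from the real means and sums, the Xbp1-KO contrast recovered 26.6% of 2-fold and 81.3% of 4-fold changes among 6004 genes in high endothelial-like cells. It recovered 57.1% and 93.7% among 9457 genes in other blood endothelial cells, and 80.8% and 96.0% among 10683 genes in lymphatic cells. The simulated counts were independent between sums and held no difference between libraries or tissues, so these rates may not hold for the real sums.

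The 5 gene lists hold endoplasmic reticulum (ER) targets of XBP1 (35 genes), ER-to-Golgi transport (32 genes), mucin scaffold and glycan synthesis (34 genes), targets of the PERK-ATF4 stress pathway (22 genes) and the response to tissue dissociation, a technical list (14 genes). They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, all two-sided, each adjusted over the 5 lists. Shares of cells were compared with an exact two-sided permutation of genotype within tissue (scipy 1.17.1), which has 36 arrangements. Intervals on shares are exact 95% binomial (Clopper-Pearson) intervals and cover counting error only. The genes named in the text are Xbp1, Creb3l1 and Creb3l2; of the calls of Xbp1-KO against WT (blocked calls for the mean of both tissues only) and of the WT tissue comparison in high endothelial-like cells, those with a mean CPM of at least 20 and the same direction in every pair, the 5 that rose and the 5 that fell most; and of each list the 3 genes with the largest change among those with a mean CPM of at least 20. The last rule ranks genes by size of change alone, so it also picks genes with large errors. Genes of other calls that are named were chosen after their values were seen.

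Each library is one 10x run that holds all 4 pools, so the library number pairs the sums. As a check, deviations from the group means were correlated between WT and Xbp1-KO pools across genes, which are not independent replicates. The correlation was -0.00099 in peripheral and 0.107 in mesenteric high endothelial-like cells, 0.335 and 0.362 in other blood endothelial cells, and -0.037 and 0.049 in lymphatic cells. Between the 2 pools of one genotype it ranged from 0.356 in Xbp1-KO high endothelial-like cells to 0.663 in Xbp1-KO other blood endothelial cells. Those 2 pools were also alike in Ddx3y within each library, and the labels do not say whether they came from the same animals. Tests and counts of pairs over both tissues treat them as independent, so p-values over both tissues may be too small.

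The marker sets, lists, contrasts, tests and 19 alternatives were fixed before the data were examined; 1 alternative was added later. The alternatives covered RLE size factors, the DESeq2 1.42.0 Wald test, stricter and absent count filters, the library as a block, a fit of one tissue alone, sums thinned to one total, libraries without technical or list genes, leaving out each library, other hashtag, mitochondrial, gene-number and doublet rules, other clusterings, and another denominator for shares. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.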

Results

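Transcripts of single lymph-node endothelial cells were counted in 2 droplet libraries, each holding the same 4 hashtagged pools: WT peripheral, WT mesenteric, Xbp1-KO peripheral and Xbp1-KO mesenteric nodes. Every group of tissue and genotype therefore has n = 2 pools, 1 per library. Library 1 held 33024170 gene UMIs in 7709 barcodes, with a median of 3655 UMIs and 1623 genes per barcode. Library 2 held 14744778 gene UMIs in 2903 barcodes, with a median of 4319 UMIs and 1796 genes. After filtering, library 1 gave 1862 WT peripheral, 1693 WT mesenteric, 2293 Xbp1-KO peripheral and 800 Xbp1-KO mesenteric cells. Library 2 gave 522, 409, 822 and 874 cells in the same order. Xist, transcribed from the inactive X chromosome, was detected in 82.5% and 73.1% of cells of the Xbp1-KO peripheral and mesenteric pools of library 1, and in 1.29% and 1.77% of cells of its WT pools. In library 2 it was the WT pools that carried Xist, in 85.4% and 76.8% of cells, against 0.608% and 0.114% in the Xbp1-KO pools. The sex of the animals is not in the labels.

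The study's title concerns XBP1 and CREB3L factors in mucin-producing cells, and high endothelial cells, which line the venules where lymphocytes enter the node, were therefore compared first. The class studied here comprised 454 high endothelial-like cells, with 18, 104, 44 and 129 cells per pool in library 1 and 11, 55, 9 and 84 in library 2. The peripheral sums were the smallest, and that of Xbp1-KO peripheral cells in library 2 held 58586 UMIs.

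The targeted gene was examined first, as a check on the pool labels. Xbp1 (ENSMUSG00000020484; chromosome 11, 5520659 to 5525893, plus strand, GRCm38, 5 exons) encodes a transcription factor of the unfolded protein response. In high endothelial-like cells of library 1, Xbp1 was counted with 24 UMIs in WT peripheral, 387 in WT mesenteric, 65 in Xbp1-KO peripheral and 249 in Xbp1-KO mesenteric cells. In library 2 the counts were 23, 260, 12 and 273 UMIs. Scaled for depth, its level was 300.1 ± 19.5 CPM (SD, n = 2) in WT and 229 ± 69.5 CPM in Xbp1-KO peripheral cells. In mesenteric cells it was 466 ± 49.0 CPM in WT and 284 ± 39.8 CPM in Xbp1-KO. Xbp1 was lower in Xbp1-KO in 4 of 4 pairs of pools, with a log2 fold change of -0.52 ± 0.24 (SE), but did not pass the adjusted test (edgeR, adjusted p 1.0). The fold change was -0.32 ± 0.38 in peripheral and -0.71 ± 0.31 in mesenteric nodes, and the difference between tissues was -0.39 ± 0.49 (adjusted p 1.0). Without library 1 the values were -0.63 and -0.46, and without library 2 they were -0.19 and -0.99, so the order of the tissues rests on the library. Among the alternatives, thinning every sum to the smallest moved the mean effect most, to -0.82.

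The same direction was seen in the other endothelial classes. In other blood endothelial cells Xbp1 stood at 165.6 ± 4.21 CPM in WT and 94.4 ± 20.1 CPM in Xbp1-KO peripheral nodes, and at 219 ± 29.5 and 121.5 ± 15.9 CPM in mesenteric nodes. The log2 fold change was -0.82 ± 0.15, lower in 4 of 4 pairs, with an adjusted p of 0.532. In lymphatic cells Xbp1 stood at 109.7 ± 14.4 and 47.5 ± 3.95 CPM in peripheral nodes and at 85.9 ± 37.9 and 54.1 ± 1.22 CPM in mesenteric nodes. The log2 fold change was -1.03 ± 0.16, again lower in 4 of 4 pairs, with an adjusted p of 0.185. Without library 1 the value in lymphatic cells was -0.56. With the library as a block, Xbp1 passed the threshold in other blood endothelial cells (-0.85 ± 0.10, adjusted p 0.00123) and in lymphatic cells (-1.02 ± 0.13, adjusted p 0.000995). It did not do so in high endothelial-like cells. Transcripts of Xbp1 were thus reduced but present in every Xbp1-KO sum. The labels do not say which part of the gene was deleted, and 3′ counts include transcripts that lack a deleted exon.

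**Figure D1:**
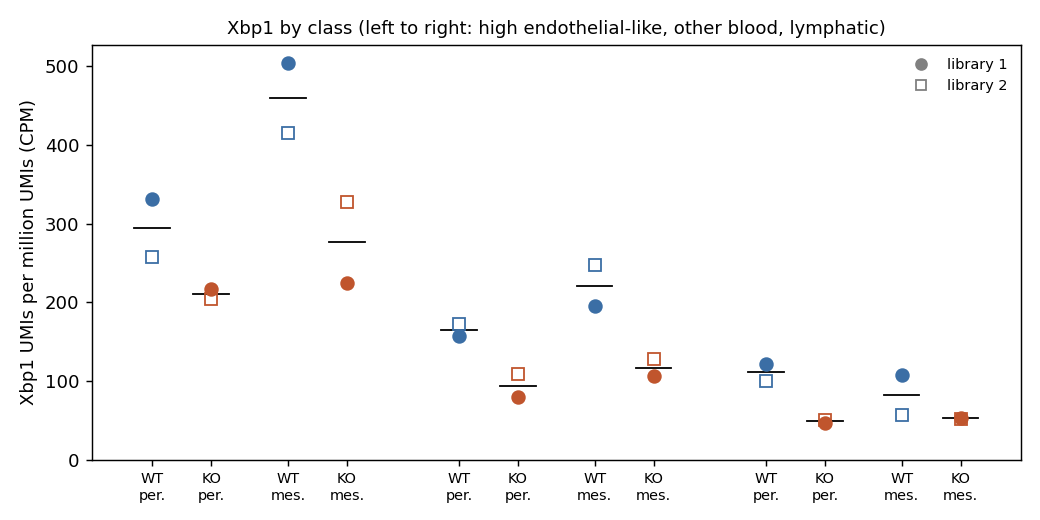
Xbp1 level in CPM per pool, for high endothelial-like, other blood endothelial and lymphatic cells from left to right, with circles for library 1, squares for library 2 and bars for the mean of 2 pools. The Xbp1-KO pool lies below the WT pool of its library and tissue in each of the 4 pairs in every class.

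Among CREB3L genes, Creb3l2 (ENSMUSG00000038648; chromosome 6, 37327255 to 37442146, minus strand) changed by -0.17 ± 0.35 in log2 between Xbp1-KO and WT high endothelial-like cells, higher in 0 of 4 pairs (adjusted p 1.0). It was -0.66 without library 1 and -0.27 without library 2. Its change was 0.05 ± 0.17 in other blood endothelial cells and -0.03 ± 0.13 in lymphatic cells. Creb3l1 (ENSMUSG00000027230; chromosome 2, 91982328 to 92024502, minus strand) had 2 UMIs among the 3851658 UMIs of high endothelial-like cells, too few for a comparison at this depth. It had 18 UMIs in other blood endothelial and 94 in lymphatic cells, where its change was -0.32 ± 0.39.

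The question of which genes depend on Xbp1 in high endothelial-like cells was asked over 6004 genes. With an adjusted p under 0.05, 0 genes differed between Xbp1-KO and WT as the mean of both tissues, against 217 genes at an unadjusted p under 0.05. The counts were 0 genes in peripheral nodes (234 unadjusted), 0 in mesenteric nodes (121 unadjusted) and 0 for a difference of the effect between tissues (212 unadjusted). Testing genes without a filter on low counts moved these counts most, to between 1 and 3 genes. Each unadjusted count above is under a share of 0.05 of the 6004 genes, which chance alone would give. The test without a library term may therefore be conservative. On simulated counts of the same depth, the test found 26.6% of 2-fold and 81.3% of 4-fold changes as the mean of both tissues. Those counts held no differences between libraries, so the rates may not hold for the real sums. Even there, 2-fold changes were mostly not detected.

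Gene lists fixed in advance were then compared over the same sums. The ER targets of XBP1 changed by a mean log2 of -0.28 over 34 tested genes, of which 28 were lower in Xbp1-KO, with an adjusted p of 3.5e-06 from camera at its preset correlation. Neither fry (adjusted p 0.110) nor camera with an estimated correlation (adjusted p 0.153) called this list. Thinning moved its value most, to -0.77. ER-to-Golgi transport genes had a mean change of 0.01 (median -0.02), with 17 of 31 genes lower (camera adjusted p 0.0616). Mucin scaffold and glycan genes changed by 0.10 over 29 genes, 15 of them higher (camera adjusted p 0.700), and the sign of this mean rests on the library: -0.28 without library 1 and 0.37 without library 2. PERK-ATF4 targets changed by 0.32 over 9 genes, 6 of them higher (camera adjusted p 0.651). The signs of the transport and PERK-ATF4 means also rest on the library. They were -0.38 and -0.15 without library 1, and 0.16 and 0.35 without library 2. Dissociation-response genes changed by 0.32, with 12 of 14 higher (camera adjusted p 1.7e-05). This call was held by neither fry (adjusted p 0.556) nor the estimated correlation (adjusted p 0.340). The mean was 0.67 without library 1 and -0.0047 without library 2, so the rise rests on library 2. In each of the 5 lists, 0 genes passed the threshold over all genes and 0 when adjusted over the list alone. In the fit with the library as a block, 2 ER targets of XBP1 and 1 dissociation gene passed the latter. The counts at an unadjusted p under 0.05 are those of all 6004 genes above.

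By tissue, camera called none of the lists in peripheral nodes, where the smallest adjusted p was 0.747. In mesenteric nodes the ER targets of XBP1 changed by -0.45, with 33 of 34 genes lower in Xbp1-KO (camera adjusted p 3.1e-16). This call held under fry (adjusted p 0.021) and under the estimated correlation (adjusted p 0.0314). The list was lower in both libraries, by a mean log2 ratio of -0.56 in library 1 and -0.32 in library 2. In peripheral nodes the libraries differed in sign, with 0.07 in library 1 and -0.24 in library 2. The difference between the tissues' effects was -0.33 and was not called by fry (adjusted p 0.540). The other camera calls in mesenteric nodes held under neither fry nor the estimated correlation. They were ER-to-Golgi transport (-0.19, 24 of 31 lower, camera adjusted p 0.00129), mucin and glycan genes (-0.11, 19 of 29 lower, 0.0462) and the dissociation response (0.68, 14 of 14 higher, 4.7e-11). With the library as a block, the mucin list no longer passed (-0.12, adjusted p 0.0515).

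Single members of the lists with the largest changes as the mean of both tissues all had an adjusted p of 1.0. Among ER targets of XBP1 they were Dnajc3 (-0.95 ± 0.34, lower in 4 of 4 pairs), Edem1 (-0.94 ± 0.47) and Hyou1 (-0.88 ± 0.44). Among transport genes they were Arfgap3, Lman2 (-0.94 ± 0.29, lower in 4 of 4 pairs) and Sec22b (0.74 ± 0.70). Arfgap3 had 0 UMIs in both WT peripheral sums, so its fitted change of 3.10 ± 1.60 rests on the prior count and is no estimate of size. Among mucin and glycan genes they were Gmds (1.34 ± 0.71), Podxl (-1.10 ± 0.42) and Tsta3 (-1.03 ± 0.55). Among PERK-ATF4 targets they were Vldlr (-1.09 ± 0.56), Ddit4 (-0.79 ± 0.51) and Wars (0.68 ± 0.37). Among dissociation genes they were Nr4a1 (0.75 ± 0.35), Egr1 (0.55 ± 0.25) and Fos (0.46 ± 0.22). Leaving out a library moved many of these by over 1.5 times. Without library 1 Hyou1 was -0.22, Vldlr -2.18, Ddit4 -0.42, Wars 1.36, Nr4a1 1.84 and Egr1 0.95. Without library 2 Dnajc3 was -0.57, Sec22b 1.38, Gmds 2.35, Wars 0.0803, Nr4a1 0.0119 and Egr1 0.16.

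**Figure D2:**
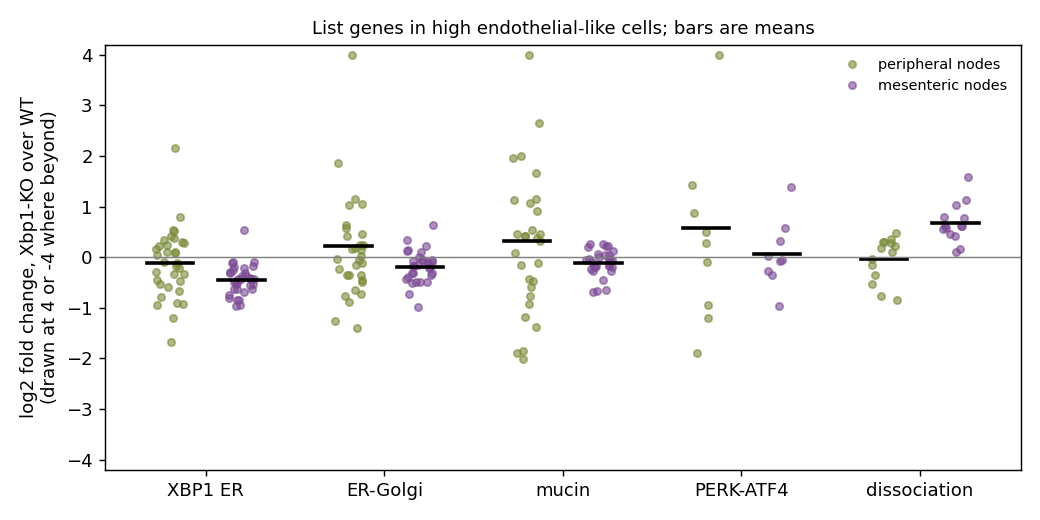
Log2 fold change of each list gene between Xbp1-KO and WT high endothelial-like cells, in peripheral and mesenteric nodes, with 1 point per gene, bars for the mean of each list and values beyond 4 in either direction drawn at that limit. In mesenteric nodes 33 of 34 ER targets of XBP1 lie below 0 and 14 of 14 dissociation genes above 0.

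The same comparison was made in cells that are not high endothelial. In other blood endothelial cells, 0 of 9457 genes differed between Xbp1-KO and WT as the mean of both tissues (212 at an unadjusted p under 0.05). With the library as a block, 8 genes passed, 7 higher and 1 lower. The genes named by rule were Cytl1 (ENSMUSG00000062329; 2.21 ± 0.28, adjusted p 0.00198), Vwf (0.96 ± 0.15), Thbs1 (0.95 ± 0.14), Hspa1a (0.64 ± 0.06) and Hspa1b (0.56 ± 0.07) above, and Xbp1 below, each in 4 of 4 pairs. Hspa1a and Hspa1b are near-identical copies, so the division of reads between them is uncertain. Of the 8 blocked calls, 2 belong to the dissociation list. Over all cells of the mesenteric pools, Hspa1a stood at 1820 CPM in Xbp1-KO against 1091 in WT in library 1. In library 2 it stood at 4534 against 2410 CPM. A stress response of whole pools was therefore not set apart from genotype for such genes. Cytl1 and Vwf were also leading genes of the venous cluster, which is part of this class. In lymphatic cells, 0 of 10683 genes passed (633 unadjusted), and 88 did so with the library as a block, 40 higher and 48 lower. Those that rose most in the blocked fit were Pramef8 (1.03 ± 0.19, a member of a multigene family, so uncertain), Tnf (0.97 ± 0.22), Pdk4 (0.94 ± 0.21), Hmox1 (0.88 ± 0.16) and Rgs2 (0.79 ± 0.10). Those that fell most were Xbp1, Duox2 (-0.97 ± 0.19), Nts (-0.96 ± 0.21), Anxa1 (-0.91 ± 0.18) and Gm14964 (-0.91 ± 0.20). Gm14964 is annotated as antisense, and strand use in counting is not stated, so its value is uncertain. Leaving out a library moved several of these by over 1.5 times: without library 1 Tnf was 1.93, Pdk4 0.49, Hmox1 1.41 and Nts -1.51, and without library 2 Tnf was 0.61, Nts -0.35, Anxa1 -0.43 and Gm14964 -0.47.

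By tissue, other blood endothelial cells had 0 calls in peripheral nodes (140 unadjusted), 0 in mesenteric nodes (262 unadjusted) and 0 for a difference between tissues (190 unadjusted). The counts were 0, 46 and 3 with the library as a block. Lymphatic cells had 0 calls in peripheral nodes (113 unadjusted) and 4 in mesenteric nodes, all higher in Xbp1-KO and in 2 of 2 pairs. These were Dnaja4 (1.60 ± 0.21, adjusted p 0.0142), Atf3 (1.43 ± 0.19, 0.0142), Dnajb1 (1.29 ± 0.19, 0.039) and Hsp90aa1 (1.17 ± 0.18, 0.0495). Atf3 belongs to the dissociation list. That list was higher in mesenteric Xbp1-KO pools in each class, so handling of the pools was not set apart from genotype for these calls. The difference of the effect between tissues was called for none of them (edgeR adjusted p from 0.246 for Dnaja4 and Atf3 to 0.718 for Hsp90aa1) and for 0 genes in all (298 unadjusted). Lymphatic counts with the library as a block were 1 in peripheral nodes, 111 in mesenteric nodes and 14 for the difference.

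To see how high endothelial-like cells differ between nodes without the knockout, WT peripheral and mesenteric cells were compared over 6004 genes, and 2 genes passed (345 unadjusted). Itih5 (ENSMUSG00000025780; chromosome 2, 10153571 to 10256529, plus strand) was higher in peripheral nodes by a log2 of 3.60 ± 0.51 (adjusted p 0.00276), in 2 of 2 libraries. Its level was 159 ± 3.44 CPM (SD, n = 2) against 12.4 ± 8.11 CPM. These levels came from 12 and 13 UMIs against 14 and 4 UMIs. Itih5 was also a leading gene of a capillary cluster. Under the ratio rule for hashtags the value of Itih5 was 2.82 and no longer passed (adjusted p 0.061). Madcam1 (ENSMUSG00000020310; chromosome 10, 79664559 to 79668537, plus strand) encodes an adhesion molecule and was one of the genes used to name the class. It was lower in peripheral nodes by a log2 of -5.84 ± 0.60 (adjusted p 3.3e-05), at 49.8 ± 70.4 CPM against 2923 ± 313 CPM. Madcam1 had 0 UMIs in WT peripheral cells of library 1 and 8 in library 2. Without library 2 its value was -10.46, which rests on the prior count and is no estimate of size, and under the ratio rule for hashtags it was -2.38. With sums thinned to the smallest, Madcam1 was -5.06 and no longer passed (adjusted p 0.412). With the library as a block, 7 genes passed, 1 higher and 6 lower in peripheral nodes. Since a naming gene differs between the tissues, shares of this class were not compared between them.

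WT high endothelial-like cells were also compared with other WT blood endothelial cells from the same pools, as the study's title sets the former apart. Xbp1 was higher in high endothelial-like cells by a log2 of 1.36 ± 0.21 (adjusted p 0.000113). Thinning moved this value most, to 1.93, where it no longer passed. Creb3l2 was higher by 0.66 ± 0.24 without passing the threshold (adjusted p 0.0523), and with the pools as pairs in a replicate block it passed at 0.80 (adjusted p 0.00569). Creb3l1 was below the count filter. ER targets of XBP1 were higher by a mean log2 of 0.61, in 32 of 35 genes (camera adjusted p 4.7e-06). Transport genes were higher by 0.54, in 31 of 31 genes (camera adjusted p 0.000258). Mucin and glycan genes were higher by 1.5, in 24 of 27 genes (camera adjusted p 5.0e-06). Of these, 5 were in the marker sets used to name clusters of any type, and not all 5 were higher. Without them the mean was 0.63, with 20 of 22 genes higher (camera p 0.00121 for this list alone). PERK-ATF4 targets differed by 0.13, with 3 of 9 genes higher (camera adjusted p 0.663). Dissociation genes were lower by -1.27, in 13 of 14 genes (camera adjusted p 8.3e-05).

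The 4 lists called by camera in this comparison were called by fry as well, with adjusted p from 0.0104 to 0.0115, but by camera with an estimated correlation none was (adjusted p 0.203). With the pools as pairs, fry called the dissociation list alone (adjusted p 0.00971), and the next smallest adjusted p was 0.088 for the mucin list. Over all genes tested, 17 ER targets of XBP1, 7 transport genes, 14 mucin and glycan genes, 6 PERK-ATF4 targets and 13 dissociation genes passed the threshold. Adjusted over the list alone, the numbers were 22, 7, 15, 7 and 14.

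The share of high endothelial-like cells among blood endothelial cells was compared between genotypes within each tissue. In library 1 it was 2.03% (95% interval 1.21 to 3.20%) of 885 WT peripheral and 4.62% (3.38 to 6.16%) of 952 Xbp1-KO peripheral cells. In mesenteric nodes of that library it was 8.81% (7.26 to 10.6%) of 1180 WT and 21.5% (18.3 to 25%) of 600 Xbp1-KO cells. In library 2, where the Xist-carrying pools were the WT ones, the order was the opposite, with 4.30% (2.16 to 7.56%) of 256 WT peripheral and 1.88% (0.861 to 3.53%) of 480 Xbp1-KO peripheral cells. In its mesenteric nodes the share was 16.4% (12.6 to 20.8%) of 336 WT and 13.4% (10.8 to 16.3%) of 627 Xbp1-KO cells. The mean difference of 2.47 percentage points was smaller than the spread between libraries, with Xbp1-KO higher in 2 of 4 pairs. The exact permutation test gave p = 0.5. The smallest p this design allows is 0.0556, and only if the pools of the 2 tissues are independent.

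**Figure D3:**
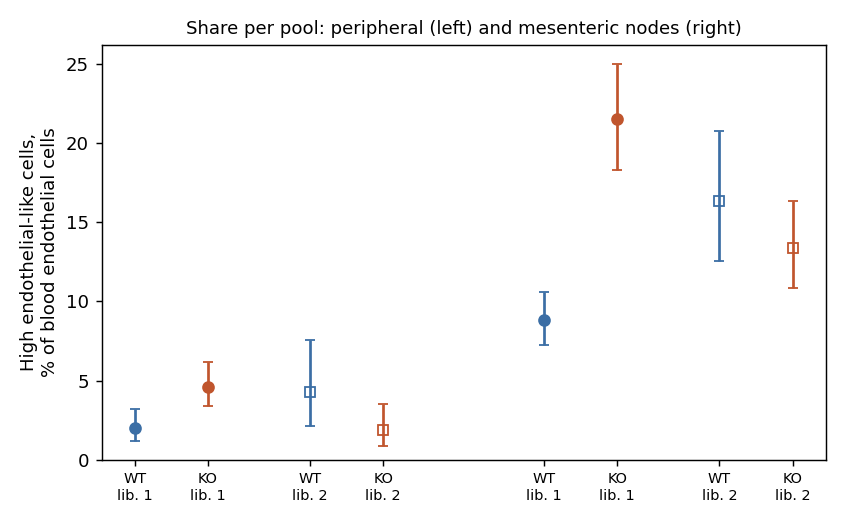
Share of high endothelial-like cells among blood endothelial cells, in percent, for each pool of each library, with exact 95% binomial intervals. In both tissues the Xbp1-KO pool lies above the WT pool in library 1 and below it in library 2.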

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

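In this part the tests of explanations were chosen only after the result was seen, except the test for endothelial transcripts in cells of the B-cell cluster. The list tests and the test of all genes were planned.

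The effect of Xbp1-KO on the ER targets of XBP1 in high endothelial-like cells differed between tissues by a mean log2 of -0.33 (mesenteric minus peripheral), with 26 of 34 genes on that side. The difference was past the threshold of camera at its preset correlation (adjusted p 0.0285) but not of fry (adjusted p 0.540). What drew attention is this difference between tissues under one contrast. Noise of the small peripheral sums, which hold 58586 to 298919 UMIs, remains a candidate explanation: the libraries differed in sign in peripheral nodes (0.07 and -0.24), and the fry value of 0.540 for the difference itself does not set the tissues apart. A biological difference between tissues stays open and untested beyond this.

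The fall of the list within mesenteric nodes was weighed separately. A shift shared by all cells of a pool, such as handling, would lower the list as much in other blood endothelial cells of the same pools; the effect in high endothelial-like cells exceeded theirs by -0.39, with 33 of 35 genes on that side (fry adjusted p 0.0241). Depth of the sums was argued against by thinning the 4 mesenteric sums to one total of 625271 UMIs, after which the value was -0.45, with 34 of 35 genes lower. The Xist-carrying side of the pools changes places between the libraries, whereas the list was lower in both, by -0.56 and by -0.32 in the weaker one. The tested technical explanations thus ran against the data, and a dependence of these genes on Xbp1 in mesenteric high endothelial-like cells may be put forward as a hypothesis, found and tested on the same 4 sums. The Xbp1-KO mesenteric pool of library 1 also held the haemoglobin transcript Hbb-bs at 724 CPM over all cells. No other pool exceeded 35.0 CPM. The list kept its camera call without haemoglobin genes, but other effects of blood in that pool were not tested. Dividing 2 against 2 sums in other ways leaves too few arrangements to assess chance by regrouping. In the tests of lists, the fall was called by fry (adjusted p 0.021) and by camera with an estimated correlation (adjusted p 0.0314). In lymphatic cells the list fell by a mean log2 of -0.20 over both tissues, with 32 of 35 genes lower (camera adjusted p 2.1e-08, fry adjusted p 0.154). The value was -0.26 in peripheral and -0.27 in mesenteric nodes of library 1, against 0.00071 and -0.14 in library 2. Another division of the lymphatic sums into 4 against 4 gave a larger mean (0.23 in size) and a smaller camera p (1.8e-10 against 4.3e-09, unadjusted). That division still set most WT sums against most Xbp1-KO sums and was uneven within each tissue. Part of a genotype effect would show in it, so it does not measure chance alone. The direction was thus seen outside high endothelial-like cells, mainly in library 1, and chance stays open there.

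The dissociation-response list also had an Xbp1-KO effect that differed between tissues, in each class. The difference was 0.71 in high endothelial-like cells (camera adjusted p 6.7e-05), 0.92 in other blood endothelial cells (4.8e-16) and 0.76 in lymphatic cells (1.1e-15), with 14 of 14 genes on that side in each. Under fry the adjusted p was 0.630, 0.406 and 0.0994, so none was called. In high endothelial-like cells the mesenteric value was 0.50 against a peripheral -0.47 in library 1, and 0.80 against 0.50 in library 2. The size of their difference therefore rests on the library. Depth of the sums was argued against, since after thinning the mesenteric effect was still at least 0.740 in other blood endothelial and lymphatic cells; in high endothelial-like cells it was 0.657, with 14 of 14 genes higher, once the 4 mesenteric sums were thinned to 625271 UMIs. Thinned to the smallest peripheral sum, of 58586 UMIs, it was 0.25. A shift between clusters inside a class was argued against for other blood endothelial and lymphatic cells. Of 28 ratios of single clusters within a library, 27 were above 0 in mesenteric nodes, against 13 of 29 in peripheral nodes. These ratios include clusters outside the compared classes, such as the stromal and B-cell clusters. High endothelial-like cells are a single cluster, so a shift inside that class could not be tested in this way. The Xist-carrying side was argued against as the source of the mesenteric rise, because the smallest mesenteric value per class and library was 0.49. In peripheral nodes the sign changed with the library in high endothelial-like cells (-0.47 and 0.50) and other blood endothelial cells (-0.19 and 0.12). In lymphatic cells it did not (-0.02 and -0.11). The mesenteric value was above the peripheral one in each class and library. The difference between tissues thus kept its sign, but its size may depend on the Xist-carrying side. Handling that differed between the pools may be the source: cells that are not endothelial showed the rise as well, by 0.375 in library 1 (25 against 29 cells) and 1.22 in library 2 (24 against 5 cells). In peripheral nodes these cells rose too, by 0.149 and 0.372, on 34 against 42 and 11 against 23 cells. These cells are of mixed types. In mesenteric nodes of library 1 a stromal cluster rose by 0.659 (16 against 19 cells) while the B-cell cluster fell by -0.697 (6 against 6 cells). The B-cell cluster held Glycam1 at 48.5% of the high endothelial-like level, and the T-cell and myeloid cluster at 28.6%. The cells that are not endothelial are therefore not free of endothelial transcripts. An effect of genotype in mesenteric nodes stays open and was not tested apart from handling, since each pool has one genotype.

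In high endothelial-like cells, 3 named list genes moved in opposite directions in the tissues, each in both libraries: Arfgap3, Sec22b and Ddit4. The difference (mesenteric minus peripheral log2 ratio, with 1 CPM added) was -5.54 for Arfgap3, -3.38 for Sec22b and 1.97 for Ddit4. These differences were not tested as such by this comparison of signs, and the test of all genes for a difference between tissues called 0 (212 at an unadjusted p under 0.05). Of 33 named genes looked at, 3 showed the pattern, where random signs give 12.5%. The calls for the mean of both tissues were named only with the same direction in every pair, so they could not show it. This comparison therefore cannot judge chance. The peripheral sums behind it held 0 to 5 UMIs of Arfgap3, 0 to 4 of Sec22b and 1 to 3 of Ddit4. No biological explanation was tested.

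Glycam1, a secreted mucin scaffold of high endothelial cells, stood at 47684 CPM in the B-cell cluster of 42 cells, which the comparisons of the report do not use; this signal in data outside the main measurement drew attention. High endothelial-like cells held 98311 CPM, and the T-cell and myeloid cluster of 30 cells held 28103 CPM. Free RNA in the droplets would give all cell types a like level, but among capillary clusters the highest Glycam1 level was 291 CPM. Lymphatic clusters reached 14725 CPM, so Glycam1 was not confined to high endothelial-like cells. Droplets or clumps that hold a high endothelial cell together with a B cell are a candidate explanation. The 14 cells of the cluster with at least 10 Glycam1 UMIs carried Cdh5, Pecam1, Cldn5 and Tie1 at a summed level of 80.2% of that in high endothelial-like cells, and had a median of 9481 UMIs. The 28 other cells of the cluster had a median of 2254 UMIs and still held 36.9% of that level, more than this explanation by itself calls for, while their B-cell transcripts Cd79a, Cd79b and Ms4a1 were higher (3752 against 670 CPM). No biological explanation was tested.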

How the results depend on the processing

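In this part 1 alternative, the Xist-carrying side of the pools as a term, was chosen only after the data were seen. The cause of a change was not tested unless one is given.

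The list of ER targets of XBP1 kept its direction and, where tested, its camera call under every alternative run. As the mean of both tissues it ranged from -0.77 (thinned sums) to -0.16 (no count filter), with adjusted p from 2.0e-09 to 0.0341. In mesenteric nodes it ranged from -1.29 to -0.32, with adjusted p from 4.8e-19 to 0.026. Xbp1 in high endothelial-like cells stayed lower in Xbp1-KO under every alternative, from -0.82 to -0.32, and past the adjusted threshold under none (adjusted p 0.997 to 1.0). At Leiden resolution 0.5 no cluster took the high endothelial name, so its results have no value there. The lower WT dissociation list also kept its call throughout, from -1.41 to -0.89 (adjusted p 1.7e-09 to 0.00553).

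With the library as a replicate block, 88 genes were called in lymphatic cells, 8 in other blood endothelial cells and 7 between the tissues of WT high endothelial-like cells. Creb3l2 passed in the WT comparison of classes at 0.80, and the mucin list in mesenteric nodes no longer passed at -0.12. By tissue, the block gave 46 calls in mesenteric other blood endothelial cells and 3 for the difference between tissues. In lymphatic cells it gave 1 in peripheral nodes, 111 in mesenteric nodes and 14 for the difference, and the mesenteric dissociation list passed fry (adjusted p 0.0491 against 0.0522). Further single genes of lists passed when adjusted over their list, and in the WT comparison of classes fry lost 3 lists. Among the other results of the report, the block changed no other call. The common coefficient of biological variation was smaller in the blocked fits, at 18.1% against 21.8% in high endothelial-like cells.

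Without a filter on low counts more genes are tested, and genes with few UMIs enter. The calls were then 1 as the mean of both tissues, 2 in peripheral and 3 in mesenteric high endothelial-like cells, 1 for a difference between tissues and 12 between WT tissues, with 24 in other blood endothelial and 72 in lymphatic cells. In other blood endothelial cells 48 were called in mesenteric nodes and 8 for the difference between tissues; in lymphatic cells 7 in peripheral nodes, 104 in mesenteric nodes and 25 for the difference. The transport list passed at 0.0442, and the mesenteric mucin list no longer passed at -0.13. DESeq2 called 3 genes in lymphatic cells as the mean of both tissues, 26 in their mesenteric nodes and 2 for the difference, and 12 in mesenteric other blood endothelial cells.

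With at least 10 counts in every sum fewer genes are tested, which removes members of the lists, and the count between WT tissues fell to 0 as its genes were no longer tested. The transport list changed to -0.45 and the mucin list to -0.0199 in Xbp1-KO against WT, and in mesenteric nodes transport (-0.36) and mucin (-0.12) genes no longer passed. In the WT comparison of classes transport (0.0697) and mucin (1.57) genes no longer passed, and PERK-ATF4 targets changed to -0.96.

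Thinning every sum to the smallest also leaves fewer genes and counts. The WT tissue count and the mesenteric lymphatic count fell to 0, and the lists changed to -0.73 (transport) and -0.19 (mucin). The dissociation list no longer passed at 0.14, nor in mesenteric nodes at 0.25, nor did the mesenteric mucin list at -0.44. In the WT comparison of classes Xbp1 (1.93), its ER targets (0.83) and mucin genes (1.92) no longer passed, transport genes changed to -0.0353 and PERK-ATF4 targets to -0.48. Egr1 changed to -1.30 in high endothelial-like cells and Pdk4 to -0.96 in lymphatic cells. The depth of the smallest sum therefore limits these results.

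The near-zero transport list in Xbp1-KO against WT changed sign under RLE factors (-0.0145), DESeq2 (-0.0730) and Leiden resolution 2 (-0.0765) without passing the threshold. It passed with a mean below 0 with all variable genes (-0.0520, adjusted p 0.0132), at least 10 counts (-0.45, 0.0176) and thinned sums (-0.73, 0.0397). It passed with a mean above 0 without a count filter (0.0442), with at most 5% mitochondrial counts (0.0236) and with the Xist term (0.0041). Camera sets the list against the other genes, so the sign of a mean near 0 is not the direction of the call. Its adjusted p ranged from 0.0132 to 0.168 over the alternatives. The PERK-ATF4 list changed to -0.0184 with library sizes without list genes and to -0.0375 with at least 1000 genes per cell.

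Creb3l2 in the WT comparison of classes lay close to the threshold and passed it without technical genes (0.68), with library sizes without list genes (0.69), under the ratio rule for hashtags (0.83), with at most 5% mitochondrial counts (0.74), with at least 1000 genes (0.79), without Scrublet (0.71) and with the Xist term (0.70). Its adjusted p ranged from 0.00569 to 0.147 over the alternatives. The mesenteric mucin list did not pass under the ratio rule (-0.12), with at most 5% mitochondrial counts (-0.11), with at least 1000 genes (-0.11), at Leiden resolution 2 (-0.0804) or with the sums of that tissue alone (-0.13), with adjusted p from 0.0289 to 0.375 over the alternatives. The WT tissue comparison called 4 genes with at least 1000 genes per cell, 4 with all variable genes and 12 at Leiden resolution 2.

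The mesenteric lymphatic count fell to 2 without technical genes, to 2 with the Xist term and to 1 under the ratio rule. In mesenteric other blood endothelial cells 1 gene was called under the ratio rule, 1 with at least 1000 genes, 1 at Leiden resolution 0.5 and 1 with the Xist term. The 4 lymphatic genes stayed higher throughout; Hsp90aa1, closest to the threshold, had adjusted p from 1.0e-07 to 1.0.

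Under the ratio rule for hashtags, 1 gene was called in peripheral high endothelial-like cells and 1 for a difference between tissues. The dissociation list no longer passed at 0.12, and the WT PERK-ATF4 list changed to -0.0044. Sec22b changed to -0.22, Ddit4 to 2.29 and Xbp1 in peripheral cells to 0.0388. Sec22b was also lower without Scrublet (-0.12), with all variable genes (-0.31) and at Leiden resolution 2 (-0.24).

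In the design of 4 groups, leaving out a library leaves 1 sum per group, so under that design the Xbp1-KO values have no test and no counts of calls. Across the 2 fits, Xbp1 in high endothelial-like cells ranged from -0.586 to -0.546, its ER targets from -0.27 to -0.26, transport genes from -0.38 to 0.16, mucin genes from -0.28 without library 1 to 0.37 without library 2, PERK-ATF4 targets from -0.15 to 0.35 and the dissociation list from -0.0047 without library 2 to 0.67. The mucin list in mesenteric nodes was -0.21 without library 1 and -0.0359 without library 2. The difference in the share of high endothelial-like cells was -2.70 percentage points without library 1 and 7.64 without library 2, so its sign rests on which library is used. PERK-ATF4 targets in the WT comparison ranged from -0.51 without library 1 to 0.40.

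Among single named genes, 589 other values kept their direction and call where tested, or, without a test, lay within 1 SD of the 2 fits that leave out a library. That SD comes from the same 2 values, so it does not show that values without a test are stable. A further 32 passed the threshold, 17 no longer did, and 20 values without a test moved by more than that SD.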

Other observations

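In this part all tests were chosen only after the result was seen, except the counts of splits for the transport, mucin and PERK-ATF4 lists in both comparisons and for the dissociation list in the WT comparison of classes.

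Xist stood at 979.6 and 604 CPM over all cells of the Xbp1-KO peripheral and mesenteric pools of library 1, against 3.20 and 5.12 CPM in its WT pools. In library 2 it stood at 951 and 569 CPM in the WT pools and at 1.27 and 0.207 CPM in the Xbp1-KO pools. Ddx3y, a gene of the Y chromosome, had the opposite pattern, at 96.7 and 82.2 CPM in the WT pools of library 1 and at 104 and 90.2 CPM in the Xbp1-KO pools of library 2. In the Xist-carrying pools Ddx3y reached at most 0.943 CPM. The side of the pools that carries Xist therefore crosses with genotype between the libraries, while Xbp1 was lower in the pools labelled Xbp1-KO in 4 of 4 pairs in each class.

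The share of high endothelial-like cells among blood endothelial cells was higher in the Xist-carrying pool in 4 of 4 pairs, by a mean of 5.17 percentage points. The size differed between libraries. Xbp1-KO minus WT was 7.64 points in library 1, where Xbp1-KO pools carry Xist, and -2.70 in library 2, where WT pools do. The exact permutation within tissue gave p = 0.0556, the smallest that this design can give, and p = 0.111 at Leiden resolution 2. The test takes the peripheral and mesenteric pools of one genotype and library as independent. Should they share animals, the smallest possible p would be larger. Chance therefore cannot be told apart from a difference with 8 pools. Cell filters and clustering settings were argued against as the source, since the order held in 4 of the 4 pairs under each of the other settings in which the class was found. A difference that goes with the sex of the animals may be put forward as a hypothesis; the pools were grouped by their own transcripts, the labels give no sex, and other differences between the pools were not tested.

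Splits of the 8 sums of a class into 4 against 4 were fitted, 34 of the 35 possible with genotype itself among them, as the split by tissue cannot be fitted beside the tissue groups. For the count of genes, 34 of 34 splits gave at least as many calls as genotype in high endothelial-like cells, as did 34 of 34 in other blood endothelial and 34 of 34 in lymphatic cells, since genotype gave 0 calls in each (217, 212 and 633 genes at an unadjusted p under 0.05). The split by library gave 61, 1203 and 109 calls in the 3 classes. The split by Xist gave 12, 6 and 6 calls, more than genotype did.

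With the library as a block, only splits that part every pair compare with genotype, and there are 8, so a share under 0.05 cannot be reached. As many calls as genotype came from 8 of the 8 splits in high endothelial-like cells, 4 of 8 in other blood endothelial cells and 1 of 8, genotype itself, in lymphatic cells. Whether the blocked calls differ from chance cannot be told apart on so few splits. The split by Xist gave 24, 19 and 6 blocked calls, against 0, 8 and 88 for genotype (284, 472 and 1180 genes at an unadjusted p under 0.05).

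For the lists in high endothelial-like cells, 3 of the 34 splits, genotype itself and 2 others, gave a mean log2 change at least as large as genotype did for the ER targets of XBP1. The number, again with genotype, was 33 for transport genes, 29 for mucin and glycan genes, 12 for PERK-ATF4 targets and 18 for the dissociation response. By this measure, other groupings of these sums gave changes as large at shares above 0.05 for all 5 lists as the mean of both tissues. Many of the 34 splits are uneven within a tissue or keep most of the genotype contrast. Both held for the larger of the 2 others for the ER targets of XBP1. The splits therefore do not measure chance alone. For the ER targets of XBP1 the camera p behaves differently: genotype had the smallest of the 34 splits (7.0e-07, next 8.9e-06), and the 2 splits with a larger mean had 0.0046 and 0.0076. Genotype also had the largest mean of the 8 splits, itself included, that part every pair (0.28 in size, next 0.26). Whether chance explains this list therefore depends on the measure and stays open. For WT high endothelial-like against other WT blood endothelial cells, the true split was the only 1 of 35 with a change as large for the ER targets of XBP1, the only 1 of 35 for transport genes, the only 1 of 35 for mucin and glycan genes and the only 1 of 35 for the dissociation response. For PERK-ATF4 targets 16 of 35 did so.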
